# The Role of Sorting Nexin 17 in Cardiac Development

**DOI:** 10.3389/fcvm.2021.748891

**Published:** 2021-12-20

**Authors:** Yufei Wu, Yaqun Zhou, Jian Huang, Ke Ma, Tianyou Yuan, Yong Jiang, Maoqing Ye, Jun Li

**Keywords:** congenital heart defects, double-outlet right ventricle, embryonic lethality, outflow tract, sorting nexin 17

## Abstract

Sorting nexin 17 (SNX17), a member of sorting nexin (SNX) family, acts as a modulator for endocytic recycling of membrane proteins. Results from our previous study demonstrated the embryonic lethality of homozygous defect of SNX17. In this study, we investigated the role of SNX17 in rat fetal development. Specifically, we analyzed patterns of *SNX17* messenger RNA (mRNA) expression in multiple rat tissues and found high expression in the cardiac outflow tract (OFT). This expression was gradually elevated during the cardiac OFT morphogenesis. Homozygous deletion of the *SNX17* gene in rats resulted in mid-gestational embryonic lethality, which was accompanied by congenital heart defects, including the double-outlet right ventricle and atrioventricular and ventricular septal defects, whereas heterozygotes exhibited normal fetal development. Moreover, we found normal migration distance and the number of cardiac neural crest cells during the OFT morphogenesis. Although cellular proliferation in the cardiac OFT endocardial cushion was not affected, cellular apoptosis was significantly suppressed. Transcriptomic profiles and quantitative real-time PCR data in the cardiac OFT showed that SNX17 deletion resulted in abnormal expression of genes associated with cardiac development. Overall, these findings suggest that SNX17 plays a crucial role in cardiac development.

## Introduction

The heart is the first functional organ formed during vertebrate embryogenesis (1). Cardiac development mainly consists of four stages, namely, the cardiac crescent, heart tube, cardiac looping, and formation of the four-chambered heart, and involves coordination of multi-cell or multi-signaling interactions (2). Abnormal heart development has been associated with development of congenital heart defects (CHDs), which account for a third of all the major congenital anomalies (3). Notably, the highest birth prevalence of CHDs, 9.3 per 1,000 live births, has been reported in Asia (4). Strikingly, malformations of the cardiac outflow tract (OFT) and the great arteries account for ~30% of all the CHDs (5).

Previous studies have demonstrated the pathological relevance of sorting nexins (SNXs) family, a particular class of phox homology domain-containing molecules from mammals to yeasts (6), in cancer, pathogen invasion, inflammation, and Alzheimer's disease (1, 7). The SNXs member, sorting nexin 17 (SNX17), reportedly binds to NPxY sequence-containing receptor proteins, via the FERM domain, to modulate membrane receptor protein endocytosis and signal transduction (8). Results from *in-vitro* studies have shown that SNX17 is localized in early endosomes (9), where it promotes endocytosis in members of the low density lipoprotein receptor (LDLR) family (10) and accelerates recycling of LDL receptor-related protein 1 (LRP1) (11), jagged canonical notch ligand 1 (Jag1a) (12), apolipoprotein E receptor 2 (ApoER2) (13), integrins (8, 14), and T cell receptor (TCR) (14). Results from our previous study revealed that SNX17 deletion leads to embryonic lethality (15), whereas findings from a high-throughput chemically mutagenized study suggested the requirement of SNX17 for heart development (16). To date, however, the morphological details and molecular mechanisms underlying its action remain unknown.

In this study, we applied the CRISPR/CAS9-mediated global approach to knockout the *SNX17* gene in rats. Results indicated that SNX17 defeciency led to mid-gestational embryonic death, a phenomenon that was accompanied by severe cardiac defects and was associated with suppressed cell apoptosis in the OFT endocardial cushion. Results from RNA-sequencing (RNA-seq) analysis revealed that SNX17 deletion caused abnormal expression of genes associated with cardiac development. Taken together, these findings indicate that SNX17 plays a critical role in heart development.

## Results

### Sorting Nexin 17 Expression Profiles in Cardiac Development

We analyzed expression profiles of SNX17 in rats to determine its potential role in the OFT development. Firstly, the expression level of SNX17 protein was gradually downregulated during postnatal heart development in rats (at day 0 and 2 and 8 weeks postnatal) (Figures 1A,B). Analysis of *SNX17* transcripts during embryonic development in the brain and neural tube (between the otic vesicle and the 9th somite) tissues and three heart regions from wild-type (WT) rat embryos at embryonic day 13.5 (E13.5) revealed that it was significantly upregulated in the cardiac OFT than in the brain, neural tube, atrium, and ventricles (Figure 1C). Next, we examined levels of *SNX17* messenger RNA (mRNA) expression of E12.5 to E14.5 rat embryos OFT. Interestingly, *SNX17* was upregulated during the cardiac OFT morphogenesis from E12.5 to E14.5 (Figure 1D), highlighting a close relationship between SNX17 and the cardiac OFT remodeling. To better demonstrate the expression pattern of *SNX17*, we used whole-mount *in-situ* hybridization (WMISH) technology, a classical method widely applied for analyzing gene expression across different cells, tissues, and organs. Strikingly, we detected specific *SNX17* expression in the cardiac OFT region at E10.5 (Figure 1E). However, *SNX17* was expressed in other regions during subsequent stages, although it was upregulated in the OFT region at E12.5 relative to the other cardiac regions (Figures 1C,F). Overall, these results suggest that SNX17 may be playing an important role in heart development.

**Figure 1:**
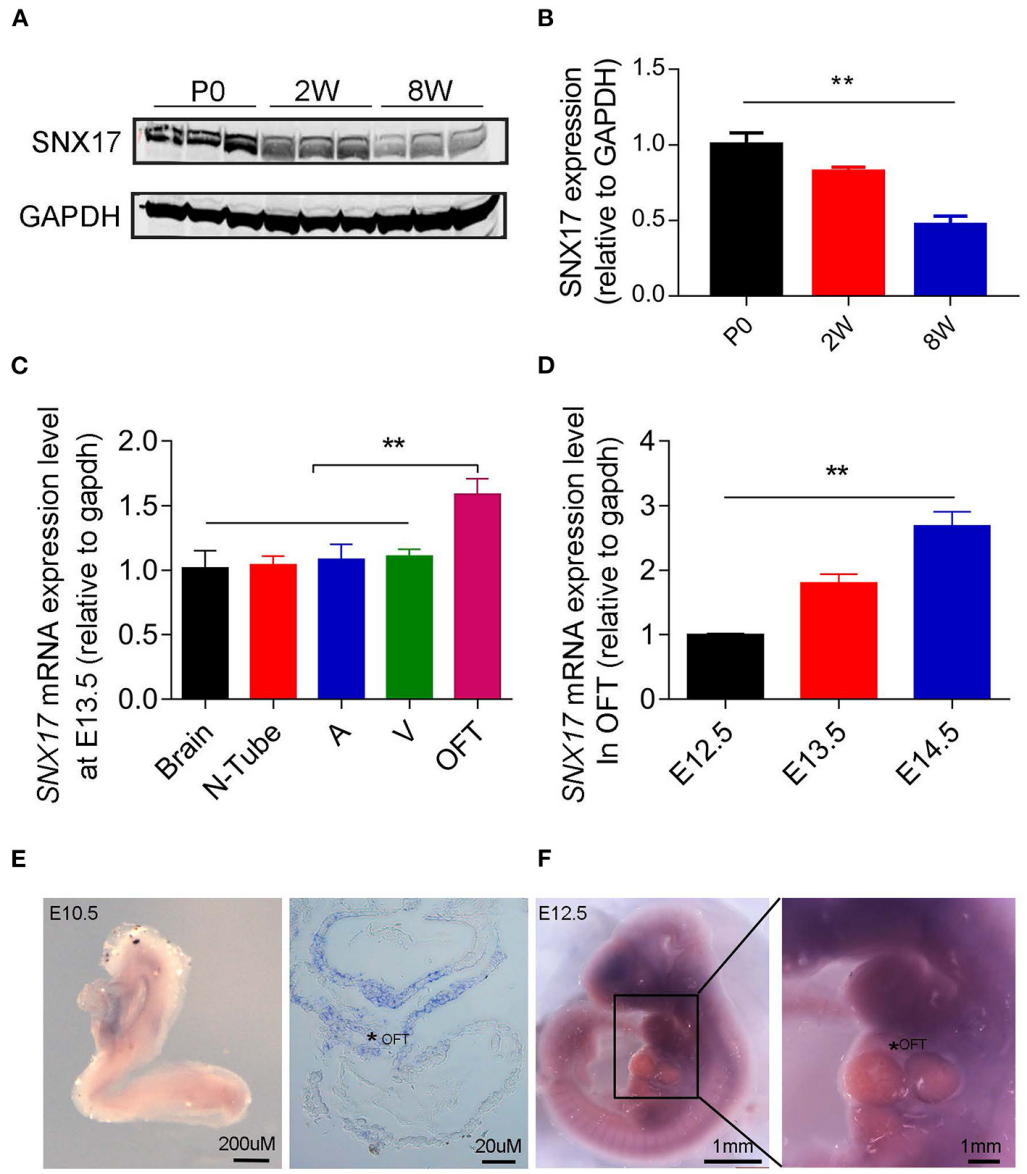
Profiles of *SNX17* expression in embryos **(A,B)**. Western blots showing levels of SNX17 protein in the heart of postnatal rats. *n* = 3 samples per group (*left*, representative blots; *right*, pooled data). **(C)** Expression of *SNX17* mRNA in multiple tissues at E13.5. *n* = 5 samples per group. **(D)** Expression of *SNX17* mRNA during the OFT morphogenesis (E12.5–E14.5). *n* = 5 samples per group. **(E)** Whole-mount *in-situ* hybridization for *SNX17* in a WT embryo at E10.5. Right panel, a representative microscopy image from a paraffin section (*, OFT). **(F)** Whole-mount *in-situ* hybridization for *SNX17* in a WT embryo at E12.5. *SNX17*, sorting nexin 17; mRNA, messenger RNA; WT, wild-type; N, neural tube; A, atrium; V, ventricle; OFT, outflow tract. **p < 0.01.

### Ablation of Sorting Nexin 17 Leads to Embryonic Death Around Mid-Gestation

Human protein SNX17 consists of the classical phox (PX)- and FERM-like domains (Figure 2A). A SNX17 phylogenetic tree, generated via the MegAlign module of DNASTAR software (Clustal W method), revealed a high similarity between murines and human beings (Figure 2B). To determine the function of SNX17 *in vivo*, we applied CRISPR/CAS9 technnology to knockout the *SNX17* gene in rats (15) and obtained SNX17-null chimeras. Next, we crossed heterozygous (HT) F1 rats to generate homozygous (HO) offsprings, then genotyped them via PCR (Figure 2C). Thereafter, we validated efficiency of SNX17 deletion via protein expression analyses and found that SNX17 was significantly downregulated in HT and was almost absent in HO tissues (Figures 2D,E). Phenotypically, HT male and female rats appeared healthy with normal fertility and without significant overall growth retardation. However, HO embryos were embryonically lethal (Table 1). To further define the time window of embryonic death, we analyzed survival rates of HO embryos at different gestational stages and assigned them into three groups, namely, normal, ill (appearing edematous or hemorrhagic), and death, based on the appearance of HO embryos (Table 1). Results revealed that genotypic ratios of the survived embryos at stages of E12.5 and E13.5 were in line with the classic Mendelian ratio (Table 1) and all the HT and HO embryos were grossly normal. Notably, HO embryos began to die at E14.5 and no live HO embyos were observed at E18.5 (Figure 2F). In addition, almost half of all the HO embryos died at E17.5, thus the whole-embryo appearance was first analyzed at E16.5. Results revealed severe edema in all the freshly isolated HO embryos at E16.5, which was mainly around both the sides of the spinal cord. Moreover, some of them were hemorrhagic in the skin, especially near the neck (Figure 2G and Supplementary Figure 1). All the E16.5 viable embryos appeared edematous (19/19), while the incidence of focal and large-area hemorrhage on skin only accounted for 21.05% (4/19). At E15.5, there were also no embryos with hemorrhagic spots on the skin (*n* = 7).

**Figure 2:**
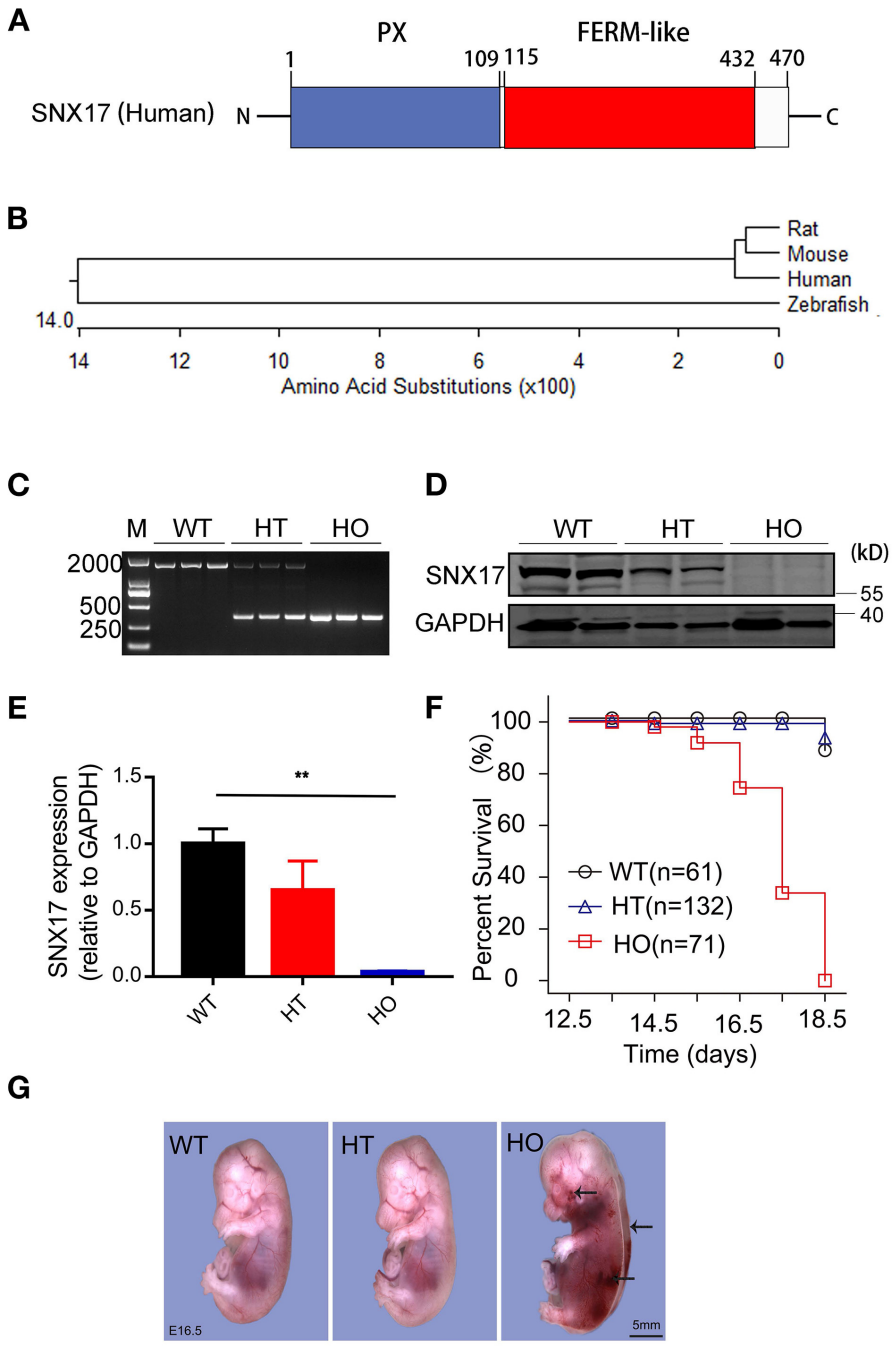
Ablation of SNX17 causes embryonic death around mid-gestation in rats. **(A)** A schematic representation of the human SNX17 structure. **(B)** Phylogenetic tree showing the relationship among different organisms. **(C)** Genotyping of SNX17 knockouts. **(D,E)** Western blots showing levels of the SNX17 protein at E16.5 (**D**, representative blots; **E**, pooled data). *n* = 3 samples per group. **(F)** Survival curve for embryos (E12.5–E18.5). A total of 264 embryos were genotyped. **(G)** Embryos at E16.5. Mutant embryo exhibited severe edema and hemorrhage (black arrow). M, DNA marker 2000; WT, wild-type; HT, heterozygous; HO, homozygous. **p < 0.01.

**Table 1:** Genotype analysis of offspring from *SNX*17^+/−^ crosses.

**Age**	**+/+(*d*)**	**+/−(*d*)**	**−/−(*n-i-d*)**	**ND**
Postnatal	54	103	0	0
E18.5	8 (1)	18 (1)	4 (0-0-4)	0
E17.5	4	12	7 (0-1-6)	1
E16.5	18	39	26 (0-19-7)	2
E15.5	9	17	11 (1-7-3)	1
E14.5	5	7 (1)	4 (3-0-1)	2
E13.5	9	18	8 (8-0-0)	0
E12.5	9	21	11 (11-0-0)	1

*n-i-d, meaning the number of “normal, ill, dead” embryo; ND, genotype could not be determined due to technical difficulties*.

### Sorting Nexin 17-Null Rat Embryos Exhibit Prominent Cardiac Defects

Embryonic death is often attributable to cardiovascular system malformations (2). In this study, expression profiles of SNX17 protein indicated that it could be involved in heart development, especially the cardiac OFT. Consequently, we analyzed the cardiac structure. Microscopic images of the heart showed that at E16.5, aortic and pulmonary arteries in HO embryos were parallel and coursed vertically upward, compared to WT and HT ones, which resulted from different hemodynamics induced by the abnormal OFT alignment (Figure 3A). Subsequently, histological analysis showed that HO embryos exhibited double-outlet right ventricle (DORV) with ventricle septation defect ventricular septal defects (VSD), while the other embryos exhibited a normal cardiac structure (Figure 3B).

**Figure 3:**
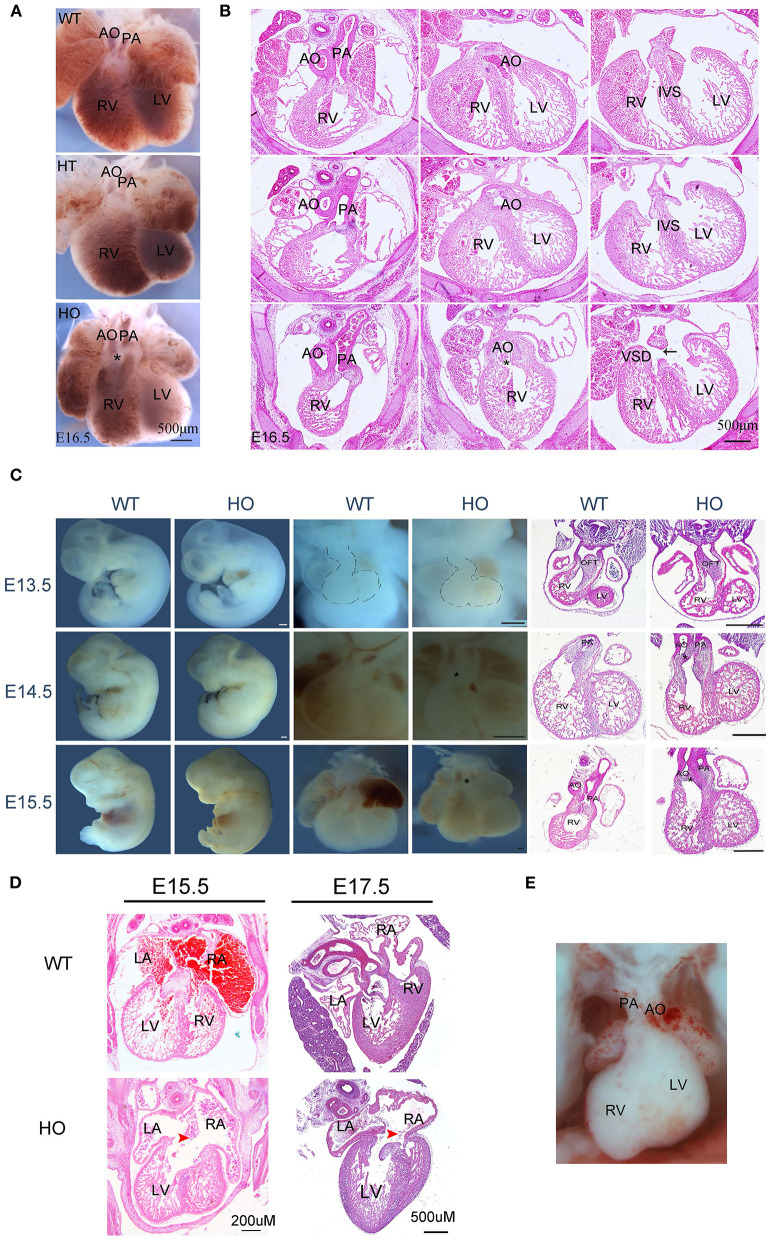
SNX17-null rats exhibit severe cardiac defects. **(A,B)** Representive images of the ventral heart and corresponding H&E sections from WT, HT, and HO embryos at E16.5 (black arrow, VSD). **(C)** Embryo morphology, heart, and H&E sections at E13.5 to E15.5 (*, DORV; all scale bar, 500 μM). **(D)** H&E staining images of AVSD defect from embryos at E15.5 and E17.5. **(E)** The DOLV defect image. AO, aorta; PA, pulmonary artery; RV, right ventricle; LV, left ventricle; LA, left atrium; RA, right atrium; IVS, interventricular septum; VSD, ventricular septal defect; DORV, double-outlet RV; DOLV, double-outlet LV.

The division of the primitive single cardiac OFT into the aorta and pulmonary artery has previously been reported from E11.5 to E14.5 in mice (17), corresponding to E13.5–E16.5 in rats. Based on this, we further applied cross-sectional histological analysis to evaluate rat hearts from E13.5 to E15.5. Results of the heart morphology revealed a markedly abnormal spatial location of large arteries in HO embryos at E14.5 and E15.5 stages (Figure 3C). Histological analysis suggested that the OFT septation began at E13.5, with no obvious changes in the cardiac structure; however, the OFT anomaly appeared at later periods (Figure 3C). Additionally, we detected atrioventricular septal defects (AVSDs) in some HO embryos (Figure 3D). Next, we further analyzed penetrance for any abnormal phenotype, especially DORV and AVSD, after E13.5. Results revealed the presence of the DORV defect in 92.31% of HO embryos (12/13, *n* = 13), but only one of them exhibited double-outlet left ventricle (DOLV) (Figure 3E). However, no overriding aorta (tetralogy of Fallot) defects were detected in HO embryos. Moreover, penetrance of the AVSD defect was up to 66.67% in HO embryos (4/6, *n* = 6).

Previous studies have shown that the *SNX17* gene is expressed in the neural system, and its deficiency is found to affect neurogenesis in zebrafish (12). In addition to the heart, we also detected fetal brain structure between WT and HO embryos at E16.5 (Supplementary Figure 2). However, no obvious defects were observed in the head.

### Sorting Nexin 17 Knockout Does Not Affect Migration and the Number of Cardiac Neural Crest Cells, but Suppresses Mesenchymal Cell Apoptosis in the Cardiac OFT Tissue

The characteristic migration of cardiac neural crest cells (cNCCs) plays an indispensable role in the OFT development (18). Reports have also shown that embryos with a neural crest deletion exhibit persistent truncus arteriosus, aortic arch interruption, DORV, or single ventricle and tricuspid valve anomalies (19). Generally, cNCCs migration begins from the dorsal neural tube at E8.5 in mice corresponding to E10.5 in rats. Subsequently, they migrate through the caudal pharyngeal arches into the OFT (17, 20). Therefore, we used anti-sex-determining region Y-box 10 (Sox10) immunofluorescence histochemistry to analyze the potential changes in migration distance and the number of cNCCs *in vivo* during the OFT development. Notably, there were no significant differences in either migration distance or cell number of cNCCs between WT and HO embryos from E11.5 to E13.5 (Figures 4A–C). Apart from cNCCs, resident local cells in the OFT region, derived from second heart field (SHF), have also been shown to play an essential role in the OFT remodeling (21). Our results indicated that *SNX17* was expressed in the SHF-derived cell cushion at E10.5 before cNCCs migrated to the OFT (Figure 1E). Previous studies have also implicated the imbalance between cellular apoptosis and proliferation in development of the cardiac OFT defects (22). To better understand the cellular basis of the OFT malformation observed in HO embryos, we evaluated cellular apoptosis and proliferation at an early stage of the ventricular OFT remodeling (E13.5) using terminal deoxynucleotidyl transferase (TdT)-mediated dUTP nick-end labeling (TUNEL) and anti-phosphohistone H3 (pHH3) immunohistochemistry, respectively. Results showed no significant change in proliferation between WT and HO embryos at this stage. However, cellular apoptosis was remarkably suppressed in HO embryos (Figures 4D–G).

**Figure 4:**
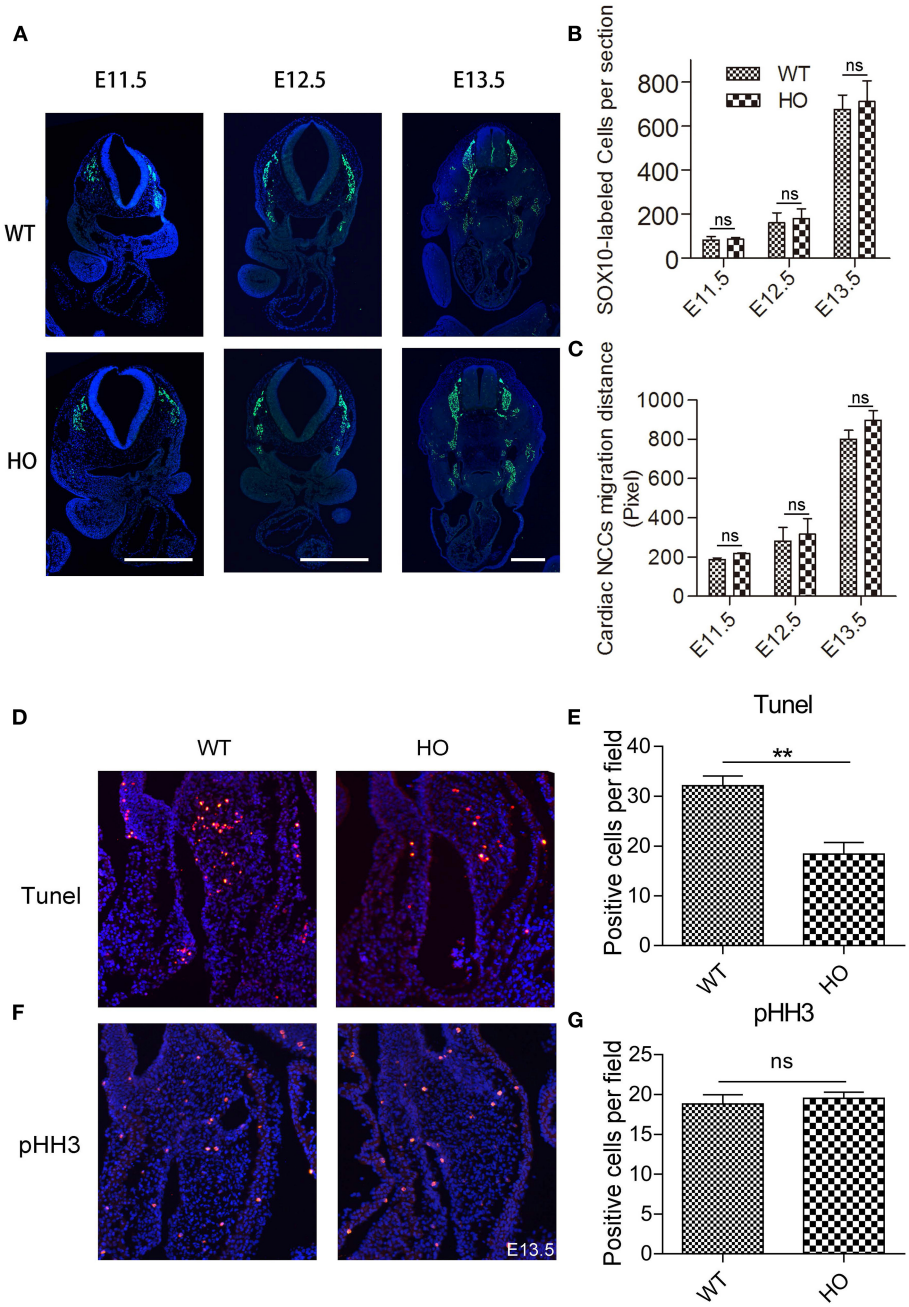
Knockout (KO) of SNX17 does not affect migration and the number of cardiac neural crest cells (cNCCs), but suppresses cellular apoptosis in the cardiac OFT cushion. **(A)** Sox10-labeled cNCCs in sections from embryos at E11.5 to E13.5. **(B,C)** Quantification of Sox10-labeled cNCCs number and migration distance. *n* = 6 embryos per group. **(D)** Results from terminal deoxynucleotidyl transferase (TdT)-mediated dUTP nick-end labeling (TUNEL) assay showing significant suppression of cell apoptosis in HO relative to WT. **(E)** Quantification of TUNEL-positive cells for data were shown in **(D)**. *n* = 6 embryos per group. **(F)** Cell proliferation measured by phosphohistone H3 (pHH3) immunohistochemical staining was significantly unchanged between HO and WT rats. **(G)** Quantification of pHH3-positive cells. *Blue*, DAPI. *n* = 6 embryos per group. **p < 0.01.

### Transcriptomic Analysis Reveals the Underlying Mechanism of Cardiac Double-Outlet Right Ventricle Defect

We performed RNA-seq analysis to elucidate the potential mechanisms underlying development of the cardiac OFT defects induced by SNX17 knockout. Previous studies have shown that the OFT morphogenesis begins at E11.5 in mice, corresponding to E13.5 in rats (17). Accordingly, transcriptomic analysis was conducted at E13.5 in the cardiac OFT tissues isolated from WT and HO embryos (Figure 5A). 

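Snx17, the gene knocked out in these rats, had 1365 counts in the WT library and 994 in the HO library. This is a log2 fold of −0.47, with an exact 95% interval from −0.59 to −0.35, so its reads were lower but still present in the HO library. The paper states that sequence in the PX domain was deleted, with a frameshift and a loss of SNX17 function. The count covers the whole gene and gives no value for the deleted part alone. In the Western blots of the paper at E16.5 (Figures 2D,E), the SNX17 protein was almost absent in HO tissues. The RNA-seq experiment held 1 library of WT and 1 library of HO tissue, each made from the pooled OFTs of 10 embryos at E13.5. There were no replicates, so the spread within a genotype could not be measured and no p-value is given. The columns of the deposited tables name stage E11_5, whereas the sample labels and the paper give E13.5 in rats, which the paper sets beside E11.5 in mice. E13.5 was used here. The libraries were made with the Ion Total RNA-Seq Kit and sequenced as single-end reads on a Proton instrument. The paper states 12.9 M and 12.8 M raw reads. The authors cleaned the reads, aligned them to the rat genome (Rnor 6.0) with MapSplice and deposited counts and RPKM values per gene. The counting tool, the gene annotation and the use of strand are not given in the sources used here. The deposited counts sum to 9321811 reads in the WT library and 9528615 in the HO library, and the values given here rest on these counted reads. The fold of a gene is its HO count over its WT count after scaling the library sizes with the trimmed mean of M-values (TMM). Its interval comes from the exact Clopper-Pearson interval of the HO share of the reads, and covers counting error only, not the spread between embryos, pools or libraries. A gene was taken as higher in the HO library where the whole interval lay above 1.5, the fold threshold of the paper, and as lower where it lay below 1/1.5. This rule was applied to the 15426 genes with at least 20 counts in both libraries together. Gene lists were written before the data were examined. Of the 53 lists, 8 came from the paper, and 13 of the other 45 hold genes of Table 2. The values in Table 2 had been seen before the data were examined. The median log2 fold of each list was placed among those of 10000 random lists of the same size matched on mean expression, as a description of these libraries. Genes without a named symbol are called copies here of the gene they match best in the annotation column of the count table. Their sequences were not compared, and their reads are given beside the genes concerned.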

A total of 262 differentially expressed genes (DEGs) were identified between WT and HO samples, of which 94 and 168 DEGs were upregulated and downregulated, respectively (Figure 5B). 

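By the counting rule, 119 genes were higher and 182 were lower in the HO library. The genes named next are the 10 with a named symbol that met the rule by the widest margins in each direction, starting with those lower in the HO library. Osr1, a transcription factor expressed in the second heart field, had 159 counts in WT and 38 in HO (log2 fold −2.08, interval −2.63 to −1.56). Hoxb5, a Hox transcription factor, had 26 counts in WT and 3 in HO (log2 fold −3.13, interval −5.50 to −1.42). Dcx, a microtubule-associated protein of migrating neurons, had 28 and 3 counts (log2 fold −3.24, interval −5.60 to −1.54), and Adcy8, an adenylyl cyclase, had 89 and 18 counts (log2 fold −2.32, interval −3.14 to −1.58). Trpm5, a cation channel, had 174 counts in WT and 52 in HO. The other 5 of the 10 lower genes were Susd5, Siglec1, Mfap4, Timm17b and Tsen34. Among the 10 genes with a named symbol that were higher in the HO library by the widest margins, Nsun4, an RNA methyltransferase of mitochondria, had 5 counts in WT and 69 in HO (log2 fold 3.77, interval 2.48 to 5.44). Alb, the serum albumin gene, had 1 count in WT and 22 in HO (fold 21.8, interval 3.52 to 898). Hspa1b, an inducible heat shock protein, had 2 counts in WT and 22 in HO (fold 10.9, interval 2.68 to 95.5). Dr1, a repressor of transcription, had 17 and 88 counts, and Tma7 and Tagln3 had log2 folds of 1.84 and 2.37. The other 4 were B9d1, Nhp2, Mif and Romo1. These 4 genes, and Timm17b and Tsen34 among the lower ones, have copies whose reads differed the opposite way beyond counting error. Mif, a cytokine, had 231 counts in WT and 1084 in HO, while its copies had 1381 and 805, and the sum had a log2 fold of 0.21 (interval 0.12 to 0.31). Romo1, a mitochondrial membrane protein, had 51 and 197 counts, while its copies had 161 and 51. Timm17b, of the mitochondrial import machinery, had 396 and 124 counts, while its copies had 111 and 386. Tsen34, a subunit of the tRNA splicing endonuclease, had 272 and 80 counts, while its copies had 391 and 546. The copies of Tma7 and Tagln3 were higher in the HO library as well, and the interval of those of Dr1 included 1. Summed with their copies, these 3 genes still met the rule, at log2 folds of 0.75 for Tma7 (interval 0.59 to 0.91), 1.95 for Tagln3 (interval 1.20 to 2.76) and 1.38 for Dr1, which had 2.36 alone. With the reads of copies summed, 76 genes or groups of copies were higher and 135 lower in the HO library. In simulated counts, the rule called 4 of the genes left unchanged with counting error alone. It called 744 of them with a biological coefficient of variation of 0.2, a spread that 1 library per genotype cannot measure.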

Analysis of biological functions of the DEGs, via the Gene Ontology (GO), revealed that the upregulated DEGs were mainly involved in heart development and negative regulation of the intrinsic apoptotic pathway, while the downregulated DEGs were associated with cell adhesion, extracellular organization, and negative regulation of the Wnt signaling pathway (Figures 5C,D and Table 2). 

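Table 2 names 33 genes, Snx17 included, and all 33 had the sign given there. Of these genes, 27 met the counting rule. As the table was chosen by the paper on these same libraries, its groups are not independent evidence of their direction. Of the 6 genes under heart development, 3 were higher in the HO library, namely Nppa, Nppb and Bmp10. Bmp10, a growth factor of the trabecular myocardium, had 10 counts in WT and 45 in HO (log2 fold 2.15, interval 1.15 to 3.31). Bmp2, a growth factor of cushion formation, had 179 and 320 counts (log2 fold 0.82, interval 0.55 to 1.10). Cacybp, a calcyclin binding protein, had 307 and 520 counts (log2 fold 0.75, interval 0.54 to 0.95), and Cox17, a copper chaperone of cytochrome c oxidase, had 148 and 269 (log2 fold 0.85, interval 0.55 to 1.15). The intervals of these 3 genes lay above 1 but reached below 1.5-fold. Of the 5 genes under extracellular matrix organization, 4 were lower in the HO library. Eln, which encodes elastin, had 14472 counts in WT and 7787 in HO (log2 fold −0.91, interval −0.95 to −0.87). Crispld2, a secreted protein, had 872 and 503 counts, and Smoc2, a matricellular protein, had 649 and 363. Fbln5, which helps to assemble elastic fibres, was the other. Pdgfra, a growth factor receptor of mesenchymal cells, had 2616 and 1665 counts (log2 fold −0.67, interval −0.76 to −0.58). It met the rule with total counts, upper-quartile factors or the RPKM ratio in place of TMM. Of the other terms, Pdss1, an enzyme of coenzyme Q synthesis, had 59 counts in WT and 131 in HO (log2 fold 1.14, interval 0.68 to 1.60). B9d1, a protein of the ciliary transition zone, had 18 counts in WT and 125 in HO (log2 fold 2.78, interval 2.06 to 3.58), but its copy LOC100911746 had 137 and 34, and the sum had a log2 fold of 0.02 (interval −0.31 to 0.35). 
Lists of matrix genes, which hold several genes of Table 2, had low medians. Of 36 collagen genes measured, 4 were lower in the HO library and none was higher, with a median log2 fold of −0.31, below all of the random lists, and 8 of the 36 lay above 0. Without the gene of Table 2, Col6a6, the median was −0.28, also below all of the random lists. Col1a1 and Col1a2, the chains of type I collagen, had log2 folds of −0.63 (interval −0.66 to −0.59) and −0.64 (interval −0.68 to −0.60), and Col8a2 had 26 counts in WT and 7 in HO (log2 fold −1.91, interval −3.36 to −0.67). With centring by gene length the calls of Col1a1 (−0.59, interval −0.62 to −0.56) and Col1a2 (−0.61, interval −0.65 to −0.57) ended, as the intervals reached into the range within 1.5-fold. So did that of Col6a6 (−1.14, interval −1.74 to −0.56), so 3 of the 4 collagen calls ended under this setting. The call of Col1a1 also ended with DESeq2 size factors (−0.61, interval −0.64 to −0.58) and that of Col8a2 with centring by abundance (−1.74, interval −3.19 to −0.50). Of 35 other matrix glycoproteins and proteoglycans, 6 were lower and none was higher, with a median of −0.28, and without the genes of Table 2 the median was −0.23. Of 19 genes of smooth muscle and elastic fibres, 3 were lower, namely Eln, Fbln5 and Mfap4, which are all in Table 2, and the median was −0.27, and −0.23 without them. The same 3 genes are among the 6 lower glycoproteins and proteoglycans, so the lists overlap. The medians of both lists lay below all of the random lists, with the genes of Table 2 and without them. Lists of other genes and cell types were low in the HO library as well, including those of 14 epicardial genes (median −0.47, percentile 0.01), 5 Hox genes (median −1.35, below all of the random lists) and 9 neural crest and glial genes (median −0.29, percentile 2.19, and 3.49 with no filter on low counts). From the GO terms of the DEGs, the paper states that the upregulated genes were mainly involved in heart development and in negative regulation of the intrinsic apoptotic pathway. It states that the downregulated genes were associated with cell adhesion, extracellular organization and negative regulation of the Wnt pathway, and in the discussion it concludes that SNX17 deletion led to dysfunction of heart development, cell adhesion, negative regulation of the Wnt pathway and apoptotic signaling in the OFT.

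**Figure D1:**
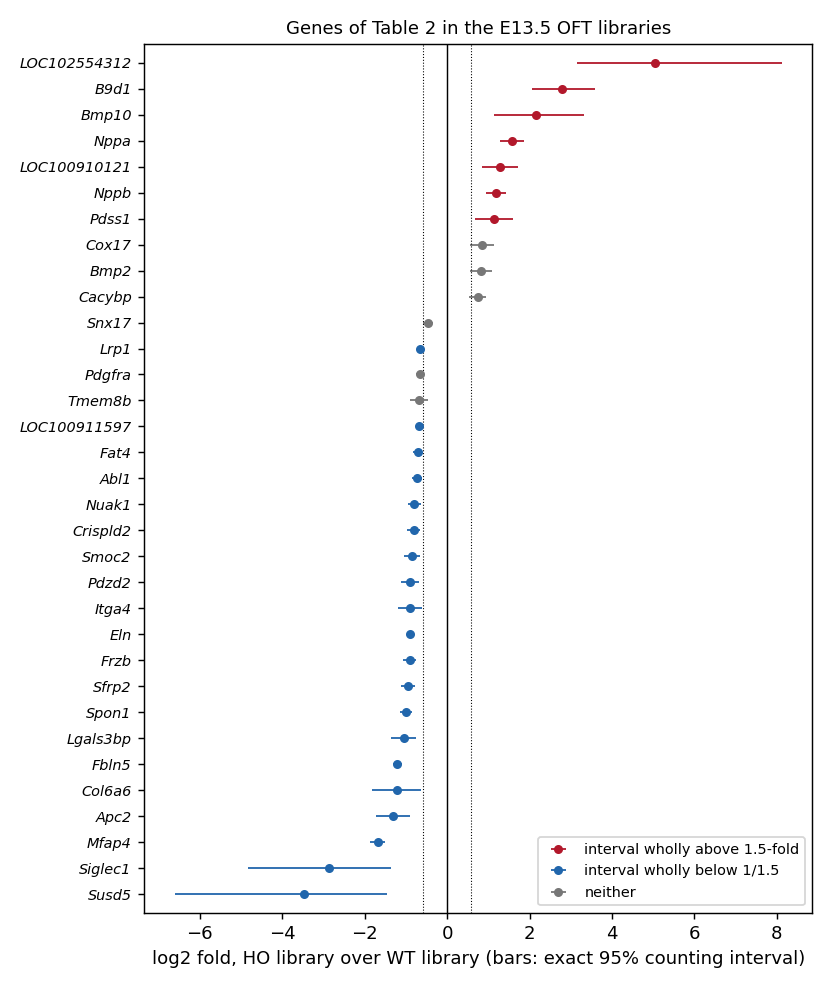
Log2 folds of the 33 genes of Table 2, Snx17 included, with the HO library over the WT library on the horizontal axis and 1 gene per line. Points are the folds, bars are exact 95% intervals of counting error only, dotted lines mark 1.5-fold in either direction, and colours separate the 27 genes that met the rule from the others.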

Subsequently, we confirmed changes of some genes at the transcriptional level, especially those involved in heart development, cell adhesion, and the Wnt signaling pathway, using quantitative real-time PCR (qRT-PCR) (Figure 5E). In addition, we analyzed expression of some previously reported DORV-related genes, including *Pitx2c* (23), *Tbx20* (24), *N-cadherin* (25), *Mef2c* (22), *Her4* (26), *Vangl2* (27), *Dvl1* (28), *RhoA* (27), and *Rock1* (27) and found no statistically significant differences between WT and HO embryos (Figure 5F).

**Figure 5:**
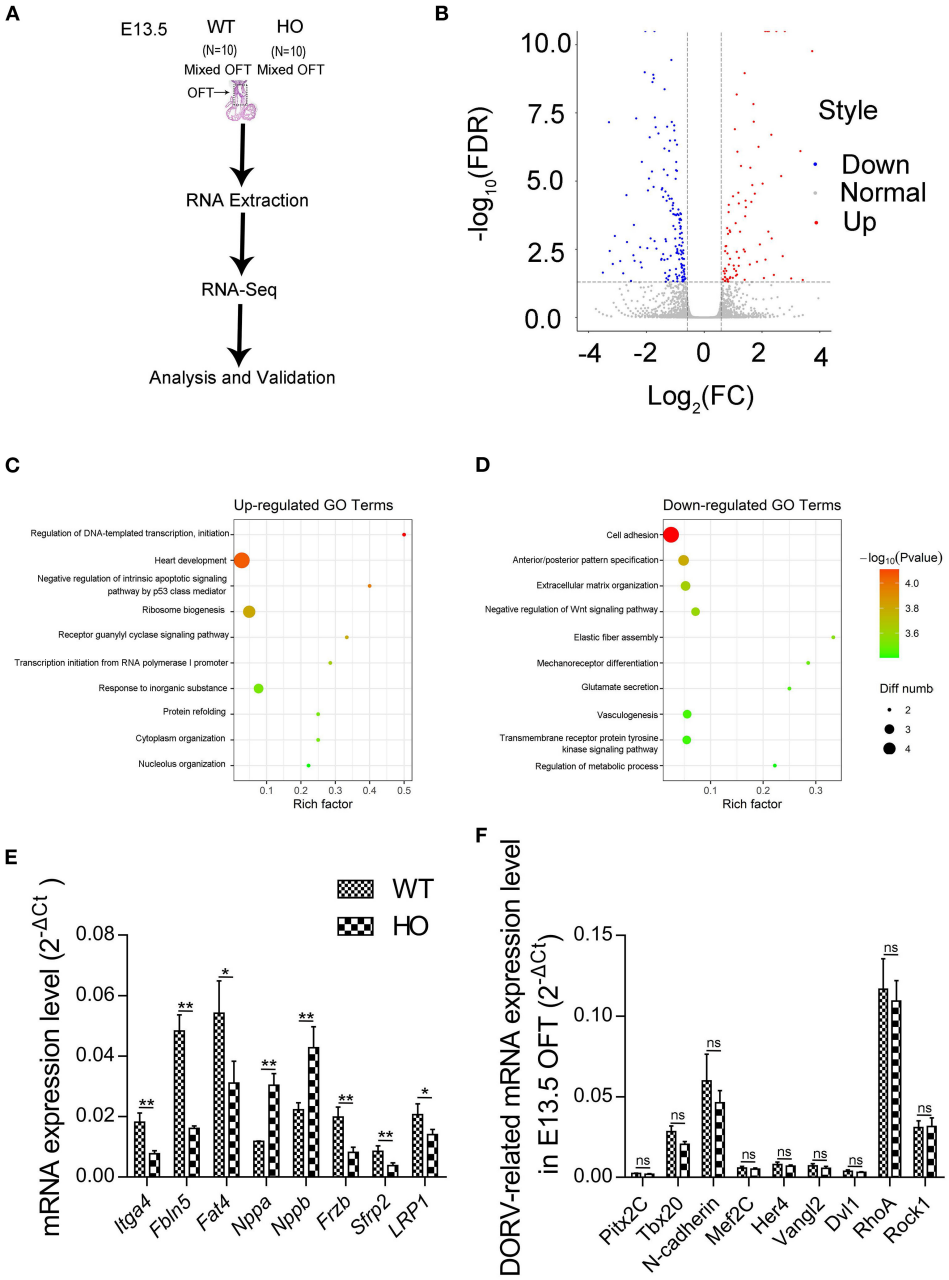
Transcriptomic analysis reveals the mechanism underlying the cardiac OFT defect in SNX17-KO embryos. **(A)** Experiment design. **(B)** Volcano plot illustrating differentially expressed genes (DEGs) of the cardiac OFT isolated from E13.5 mutants and control embryos. Red and blue dots denote upregulated and downregulated differentially expressed genes, respectively. **(C)** The top 10 most enriched GO terms related to biological processes for upregulated DEGs (sorted by *p*-value size). Rich factor refers to the GO term enrichment, a ratio of the number of the GO term A DEGs in our RNA-seq data to the number of all genes of the GO term A in the GO database. **(D)** Top 10 most enriched GO terms related to biological processes for downregulated DEGs. **(E)** Some genes involved in heart development, cell adhesion, and the Wnt signaling pathway were verified by qRT-PCR. Significant differences were observed in levels of mRNA expression between WT and HO OFTs. *n* = 5 per groups. **(F)** No significant differences were observed in levels of mRNA expression of DORV-related genes. *n* = 5 per groups. GO, Gene Ontology; qRT-PCR, quantitative real-time PCR. *p < 0.05; **p < 0.01.

**Table 2:** Functional categorization of DEGs in biological process, relating to OFT remodeling.

**GO term/Gene name**	**Description**	**Log_2_(FC)**
*SNX17*	Sorting nexin 17	−0.51
**Cell adhesion**		
*Itga4*	Integrin, alpha 4	−0.93
*Fbln5*	Fibulin 5	−1.25
*Fat4*	FAT atypical cadherin 4	−0.75
*Siglec1*	Sialic acid binding Ig-like lectin 1, sialoadhesin	−2.91
*Lgals3bp*	Lectin, galactoside-binding, soluble, 3 binding protein	−1.09
*Pdzd2*	PDZ domain containing 2	−0.93
*Abl1*	ABL proto-oncogene 1, non-receptor tyrosine kinase	−0.77
*LOC100911597*	Myosin-9-like	−0.72
*Tmem8b*	Transmembrane protein 8B	−0.72
*Spon1*	Spondin 1, extracellular matrix protein	−1.04
*Nuak1*	NUAK family, SNF1-like kinase, 1	−0.83
*Susd5*	Sushi domain containing 5	−3.51
*Col6a6*	Collagen, type VI, alpha 6	−1.25
*Mfap4*	Microfibrillar-associated protein 4	−1.72
**Heart development**		
*Nppa*	Natriuretic peptide A	1.54
*Bmp10*	Bone morphogenetic protein 10	2.12
*Cacybp*	Calcyclin binding protein	0.71
*Bmp2*	Bone morphogenetic protein 2	0.79
*Nppb*	Natriuretic peptide B	1.15
*Cox17*	COX17 cytochrome c oxidase copper chaperone	0.81
**Negative regulation of intrinsic apoptotic signaling pathway by p53 class mediator**		
*LOC102554312/* *LOC100910121*	RNA polymerase I-specific transcription initiation factor RRN3-like	5.02 /1.24
**Negative regulation of Wnt signaling pathway**		
*Apc2*	Adenomatosis polyposis coli 2	−1.34
*Frzb*	Frizzled–related protein	−0.94
*Sfrp2*	Secreted frizzled-related protein 2	−0.97
*Lrp1*	Low density lipoprotein receptor-related protein 1	−0.69
**Extracellular matrix organization**		
*Fbln5*	Fibulin 5	−1.25
*Pdgfra*	Platelet derived growth factor receptor, alpha polypeptide	−0.70
*Eln*	Elastin	−0.94
*Crispld2*	Cysteine-rich secretory protein LCCL domain containing 2	−0.84
*Smoc2*	SPARC related modular calcium binding 2	−0.89
**Cardiocyte differentiation**		
*B9d1*	B9 protein domain 1	2.75
*Bmp2*	Bone morphogenetic protein 2	0.79
**Negative regulation of systemic arterial blood pressure**		
*Nppa*	Natriuretic peptide A	1.54
*Nppb*	Natriuretic peptide B	1.15
**Regulation of body fluid levels**		
*Nppa*	Natriuretic peptide A	1.54
*Pdss1*	Prenyl (decaprenyl) diphosphate synthase, subunit 1	1.10

## Discussion

This study expounded the biological function of SNX17, a member of FERM domain-containing SNX family, in mammalian fetal development. Cardiac defects in SNX17-null rats underscored the importance of SNX17 in cardiac development and were likely associated with embryonic lethality. Notably, results from deep sequencing of the transcriptome and experimental validation in the OFT tissues revealed the potential mechanism for the cardiac OFT morphogenesis modulated by SNX17.

Results from analysis using the *Lasergene 7* software and the national center for biotechnology information (NCBI) database revealed that deletion of sequences in the PX domain of the *SNX17* gene resulted in a frameshift mutation and loss of SNX17 function. Remarkably, we found that ablation of *SNX17* in rats resulted in heart defects, which was in contrast to the findings from a previous study which showed that morpholino knockdown of SNX17 in zebrafish led to developmental defects in neurogenesis and the pancreas (12). This discrepancy may be attributed to differences between the species analyzed and alignment of amino acid sequences from different organisms revealed that rats had a low SNX17 similarity with zebrafish.

The fetal development for mice includes four stages, namely, pre- and peri-implantation (E0–E4.5), differentiation of the germ layers (E6–E9), development of the cardiovascular system and placenta (E9–E12), and tissue and organ differentiation (E12–E19) (29, 30). The lethality induced by SNX17 deletion in rats happened mainly after E15.5 corresponding to E13.5 in mice. After E12 in mice, common causes of embryonic death include hematopoietic defects and heart defects (29). Large-area hemorrhage is often indicative of hematopoietic defects. However, the incidence of hemorrhage in HO embryos is not higher than heart defects. Moreover, our evidences suggested that the heart of HO embryos at E14.5 had been abnormal before the appearance of skin edema and hemorrhage. So, heart defects of HO embryos are independent of edema and hemorrhage. In addition, developmental defects initiated in any stage of gestation for brain, kidney, liver, and lung that may allow the embryos to survive before birth (29). At E12.5, the development of the placenta has completed. If the placenta fails to develop normally, embryonic growth would be restricted. However, the growth retardation in HO embryos was not found. Thus, as far as current data is concerned, heart defects are likely the most potential cause for embryonic death induced by SNX17 deletion.

Double-outlet right ventricle, a high-penetrance defect, was in almost all the SNX17-ablated embryos, which was reminiscent of the Taussig–Bing malformation, a DORV with a bilateral conus. During cardiogenesis, the primitive single cardiac OFT transiently connects the aortic sac to the right ventricle. Consequently, the cardiac OFT divides and then rotates to constitute the ascending aorta and pulmonary trunk base, a process termed as the OFT remodeling (31). During this process, the OFT septum is responsible for the OFT separation, while the aortic switch procedure is assocated with the OFT alignment (32). At the cardiac looping (D-loop) stage, the developing ascending aorta is placed to the right of the developing main pulmonary artery of the truncus arteriosus. Subsequently, an embryonic aortic switch procedure is performed, based on growth of the left-sided subpulmonary conal free wall and resorption of the right-sided subaortic conal free wall. Continued persistence and growth of both the subaortic and subpulmonary conal free walls, i.e., failure of subsemilunar conal free wall resorption, results in development of DORV. Moreover, incorrect arterial switch procedures cause other OFT malalignment, including transposition of the great arteries (TGA), tetralogy of Fallot (TOF), and DOLV, among others.

Previous studies have shown that migration and differentiation of cNCCs are required for the OFT morphogenesis (33). However, whether cNCC derivatives are responsible for cardiac defects induced by SNX17 defeciency remains unknown. In this study, we visually tracked Sox10-labeled cNNCs using immunofluorescence histochemistry from E11.5 to 13.5. However, we found no statistically significant changes in migration distance and the number of cNNCs in SNX17-null rats. Apart from cNCCs, the second heart field (SHF) has also been implicated in the OFT alignment (34). In this study, results from WMISH revealed that *SNX17* was expressed in SHF derivatives before the migration of cNCCs into the OFT, suggesting that SNX17 likely plays a key role in resident cell. Previous studies have demonstrated the importance of the balance between cell apoptosis and proliferation in cardiovascular development and morphogenesis (35) linked to the OFT malformation. For example, knockout of the *Rxra* gene in mice results in significant upregulation of apoptotic signaling in the endocardial cushion of the OFT, while the OFT and aortic arch appear malformed (36). Therefore, we investigated cell proliferation and apoptosis in the OFT in SNX17-null embryos and found that cell apoptosis potentially affected the OFT malalignment caused by SNX17 deletion rather than cell proliferation.

To elucidate the potential mechanism underlying the OFT malalignment, we performed RNA-seq analysis and found that SNX17 deletion led to dysfunction of some biological processes in the OFT, including heart development, cell adhesion, negative reulation of the Wnt, and apoptotic signaling pathways. 

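Nppa and Nppb encode the atrial and B-type natriuretic peptides, hormones of the heart muscle, and both were higher in the HO library of E13.5 OFTs. Nppa had 140 counts in WT and 421 in HO, a fold of 2.98 (interval 2.45 to 3.63). Nppb had 187 counts in WT and 429 in HO, a fold of 2.27 (interval 1.91 to 2.71). Of 18 genes of chamber and trabecular myocardium, 4 were higher and none was lower, namely Nppa, Nppb, Bmp10 and Irx3. Irx3, a transcription factor of the ventricular conduction system, had 15 and 55 counts (log2 fold 1.86, interval 1.02 to 2.79). The median log2 fold of these 18 genes was 0.18, at percentile 96.1 of the random lists, and 0.11, at percentile 83.7, without the genes of Table 2. None of 24 sarcomere and pan-cardiomyocyte genes met the rule, and their median was 0.21, at percentile 99.99. Actc1, cardiac actin, had 35321 counts in WT and 46987 in HO (log2 fold 0.40), and Myh7, a myosin heavy chain, had a log2 fold of 0.07. Of 10 ventricular genes, only Myl2, the ventricular myosin light chain, met the rule, with 3173 and 5136 counts (log2 fold 0.68, interval 0.62 to 0.74), and their median was 0.13. The call of Myl2 ended with upper-quartile factors (log2 fold 0.64, interval 0.57 to 0.70) or with centring by gene length (0.61, interval 0.55 to 0.67), where the interval reached below 1.5-fold. Of 26 genes of cardiac hormones and BMP signalling, only Nppa, Nppb and Bmp10 met the rule. Their median was −0.07, at percentile 16.1, and −0.18 at percentile 1.10 without the genes of Table 2. The paper chose the removed genes as high in these same libraries, so their removal lowers the median by construction. Percentile 1.10 is therefore no evidence that the remaining genes were low. The same lowering affects the values of the chamber list without the genes of Table 2.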

Firstly, these results revealed significant differential expression of some genes that are correlated with biological processes, such as “heart development,” especially Nappa and Nappb, in line with previous studies that have reported that upregulation of Nppa and Nppb is associated with abnormal heart function (37). Secondly, cell adhesion was the most significantly downregulated blood pressure (BP) term. 

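Of the 14 genes that Table 2 lists under cell adhesion, 13 were lower in the HO library, and the exception, Tmem8b, had 481 counts in WT and 303 in HO (log2 fold −0.68, interval −0.89 to −0.47). The paper chose these genes on the same libraries, so their common direction is not independent evidence. Itga4, the integrin alpha 4 subunit, had 277 and 150 counts (log2 fold −0.90, interval −1.20 to −0.61). Fbln5, fibulin 5, which binds elastic fibres and integrins, had 2181 and 951 counts (log2 fold −1.21, interval −1.32 to −1.10). Mfap4, a microfibril-associated protein, had 1097 and 344 counts (log2 fold −1.69, interval −1.87 to −1.51), and with the reads of its copies its log2 fold was −1.08. Spon1, a secreted matrix protein, had 1096 and 552 counts (fold 0.498, interval 0.449 to 0.553). Fat4, an atypical cadherin of planar cell polarity, had 1924 and 1187 counts (log2 fold −0.71, interval −0.82 to −0.61). Lgals3bp, Pdzd2 and Nuak1 had log2 folds of −1.05, −0.89 and −0.79, and Col6a6, a type VI collagen chain, had a log2 fold of −1.22. Siglec1, a lectin of macrophages, had 29 counts in WT and 4 in HO (log2 fold −2.87, interval −4.84 to −1.36), and Susd5 had 22 and 2 (fold 0.09, interval 0.01 to 0.37). Abl1, a tyrosine kinase, had 1302 and 791 counts (log2 fold −0.73), but its copies had 550 and 660, and the sum had a log2 fold of −0.37. LOC100911597, named as myosin-9-like, had 5105 and 3198 counts (log2 fold −0.69), but Myh9, non-muscle myosin heavy chain, had 3133 and 3397, and the sum had a log2 fold of −0.34. Among families of adhesion receptors, 1 of 20 integrin genes was lower, namely Itga4, with a median log2 fold of 0.08 at percentile 83.9, and −0.02 with no filter on low counts. None of 14 cadherin genes met the rule, and their median was −0.30, at percentile 0.96, but −0.10, at percentile 19.0, with centring by abundance and −0.06, at percentile 28.1, with at least 100 counts. Cdh2, N-cadherin, had a log2 fold of 0.06 and Cdh3, P-cadherin, of −0.33. When folds were centred by gene length, the intervals of 4 of these genes reached into the range within 1.5-fold, which ended their calls, but still lay below 1. These were Fat4 (log2 fold −0.53, interval −0.64 to −0.43), Abl1 (−0.69, interval −0.82 to −0.56), Col6a6 (−1.14, interval −1.74 to −0.56) and LOC100911597 (−0.63, interval −0.69 to −0.56).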

Previous studies have shown that SNX17 depletion results in inhibition of cell adhesion *in vitro* (8). However, data from our *in vitro* cNNCs experiments did not support this result. In addition to cNNCs, whether SNX17 deletion *in vivo*, affects local cells in the OFT, remains unclear. Therefore, further explorations are needed to unravel the exact role played by cell adhesion in the OFT remodeling investigated. Additionally, the evolutionarily conserved Wnt signaling pathway, which comprises three major comonents, namely, canonical, planar cell polarity, and Wnt/Ca^2+^, plays a crucial in regulation of heart development (38). Previous studies have shown that tissue-specific deletion of β-catenin (the core molecule in the canonical Wnt pathway) in Isl1- or Wnt1-expressing cells results in development of cardiac defects involving morphogenesis of outflow tract and formation of atrioventricular cushion and atrial septum (39, 40). Moreover, occurrence of mutations in the *Vangl2* gene, a key member of the non-canonical Wnt signaling pathways (planar cell polarity), has been implicated in DORV development (41), generating a similar phenotype observed in SNX17-null embryos. In addition, loss-of-function in transcription factor Pix2c results in DORV development and atrial septal defect (ASD) (42, 43). 

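Lrp1, Frzb, Sfrp2 and Apc2 were all lower in the HO library of E13.5 OFTs. Lrp1, an endocytic receptor and a cargo of SNX17, had 9982 counts in WT and 6397 in HO (log2 fold −0.66, interval −0.70 to −0.61). Its call ended when folds were centred by gene length, where the log2 fold was −0.50 (interval −0.54 to −0.45). Frzb and Sfrp2, secreted proteins that bind Wnt ligands, had 1051 and 565 counts (log2 fold −0.91, interval −1.06 to −0.76) and 800 and 421 counts (log2 fold −0.94, interval −1.12 to −0.77). Apc2, a relative of the beta-catenin destruction complex member Apc, had 174 and 71 counts (log2 fold −1.31, interval −1.73 to −0.90). Of 23 Wnt antagonists and negative regulators, 5 were lower, namely these 4 genes and Shisa3, and 1 was higher, namely Sfrp5. Shisa3, which retains Frizzled receptors in the cell, had 53 and 20 counts (log2 fold −1.42), and Sfrp5, another secreted Frizzled-related protein, had 17 and 47 (log2 fold 1.45). The median of the list was −0.21, at percentile 0.19, and −0.15, at percentile 4.27, without the genes of Table 2. None of 15 target genes of Wnt/beta-catenin signalling met the rule, and their median was −0.11, at percentile 8.34. Ccnd1, cyclin D1, had a log2 fold of 0.27 and Bambi, a pseudoreceptor of the BMP and TGF-beta family, of 0.06, which was −0.02 with centring by gene length. Of 26 planar cell polarity genes, Fat4 alone was lower, and the median was −0.08, at percentile 4.79. Of 15 cargo receptors of SNX17, 2 were lower, Lrp1 and Itga4, and the median was −0.05, at percentile 19.3.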

Results from our RNA-seq and qRT-PCR analyses revealed significant differences of some genes associated with the Wnt signaling pathway, namely, *Lrp1, Frzb, Sfrp2*, and *Apc2*. Notably, occurrence of missense mutations in the *Lrp1* gene has been found to cause DORV with AVSD (44), which was consistent with the SNX17-null phenotype, probably by interfering with cushion fibroblast motility and migration. 

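The genes of Table 2 under negative regulation of intrinsic apoptotic signalling are LOC102554312 and LOC100910121, both annotated as similar to RRN3, an initiation factor of RNA polymerase I. LOC102554312 had 2 counts in the WT library and 67 in the HO library (fold 33.1, interval 8.83 to 279). LOC100910121 had 63 counts in WT and 154 in HO (fold 2.42, interval 1.79 to 3.30). Rrn3 itself differed the opposite way, with 299 and 185 counts (fold 0.61). With all copies of the group summed, including others of few reads, 370 counts in WT stood beside 414 in HO, a log2 fold of 0.15 (interval −0.06 to 0.35). The paper chose both genes on these libraries, so their direction is not independent evidence. Of 21 proapoptotic genes, only Cycs, which encodes cytochrome c, met the rule. It had 140 counts in WT and 382 in HO (log2 fold 1.43, interval 1.15 to 1.72), its copies had 437 and 700 (log2 fold of the sum 0.89), and the median of the list was 0.17, at percentile 96.8. None of 15 antiapoptotic genes met the rule, and their median was 0.03, at percentile 53.7, and −0.01 with upper-quartile factors. Birc6 and Bag1, inhibitors of apoptosis, had log2 folds of 0.12 and 0.26. Of 19 target genes of p53, only Perp, an apoptosis effector in the plasma membrane, met the rule, with 236 and 455 counts (log2 fold 0.93, interval 0.70 to 1.16), and the median was 0.05, at percentile 59.6. Of 32 ribosome biogenesis genes, only Nhp2, a small nucleolar ribonucleoprotein, met the rule, and the median was 0.12, at percentile 96.6. Nhp2 had 39 and 279 counts, but its copies had 175 and 40, and the sum had a log2 fold of 0.56 (interval 0.31 to 0.82).

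**Figure D2:**
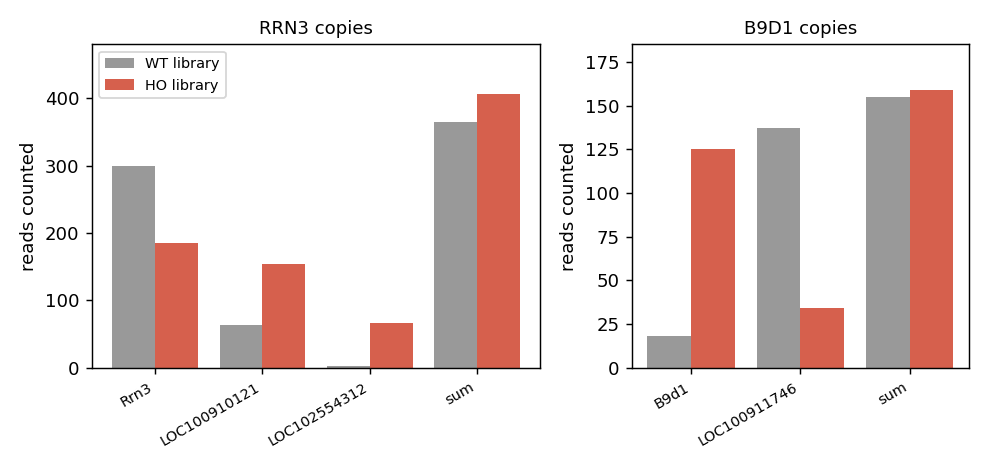
Reads counted in the WT and HO libraries (vertical axis, grey and red bars) for Rrn3 and the RRN3-like genes of Table 2 (left) and for B9d1 and its copy LOC100911746 (right), with the sum of the genes shown as the last pair of bars. Within each panel the single genes differ between the libraries in opposite directions, and the sums drawn are 364 and 406 reads on the left and 155 and 159 on the right.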

Finally, abnormal regulation of the apoptotic signaling pathway, evidenced by RNA-seq data, may be associated with suppression of cell apoptosis in the OFT cushion. Collectively, SNX17 deletion can cause abonormal gene expression profiles in the cardiac OFT.

In summary, our findings demonstrate that SNX17 plays an indispensable role in cardiac development.

## Materials and Methods

### Rats and Embryos

Sorting nexin 17-null rats were generated using the CRISPR/CAS9 system as previously reported (15), then their chimeras crossed with WT Sprague–Dawley (SD) rats to produce F1 heterozygotes. Offsprings from F1 HT crosses were genotyped via PCR and validated using Western blotting. Detection of *SNX*17^−/−^ rats was done using the following primers: forward—5′-TTTTGACTGGGTCTTCTGT-3′ and reverse—5′-GATCAGTTTCCACGCTAGAT-3′, while reverse—5′-AGCCGTGATTAAAGGGTA-3′ was used to detect the WT allele. The day when a copulation plug was observed was designated as embryo 0.5 day (E0.5). Pregnant rats were anesthetized using intraperitoneal (IP) injection of pentobarbital (100 mg/kg) and their embryos collected *via* cesarean section. All the animal protocols were performed in accordance with the Guidelines for the Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee at the School of Medicine, Tongji University.

### Western Blotting

Total proteins were extracted from cells or tissues using the radioimmunoprecipitation assay (RIPA) lysis buffer (P0013C, Beyotime, China) containing protease inhibitor cocktail (04693132001, Roche, Mannheim, Germany). Equal protein concentrations were separated on NuPAGE gels (Invitrogen, Carlsbad, CA, USA) and then transferred to polyvinylidene fluoride (PVDF) membranes (Millipore, Billerica, MA, USA). Membranes were blocked with 5% non-fat milk in tris-buffered saline solution with 0.1% Tween-20 (TBS-T) solution at room temperature for 2 h and then incubated overnight with anti-SNX17 (10275-1-AP, Proteintech, Rosemont, IL, USA) and glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (60004-1-lg, Proteintech, Rosemont, IL, USA) antibodies at 4°C. The membranes were subsequently incubated with corresponding secondary antibodies, namely, donkey anti-rabbit immunoglobulin G (IgG) (H + L) (ab186693, Abcam, Cambridge, UK) and donkey anti-mouse IgG (H + L) (ab186699, Abcam, Cambridge, UK) for about 2 h at room temperature and then subjected to detection on the Odyssey IR Imaging System (Li-Cor, Lincoln, Nebraska, USA). Intensity of immunoblots was analyzed using Quantity One (Bio-Rad, Hercules, CA, USA), while relative protein levels were quantified using (ImageJ software).

### Quantitative Real-Time PCR

Cardiac OFT tissues from 10 embryos were collected and mixed prior to RNA isolation, whereas extraction on the other samples was performed on three individual embryos. Total RNA was extracted from the aforementioned tissues using the Trizol reagent (15596-026C, Invitrogen, Carlsbad, CA, USA), chloroform extraction, isopropanol precipitation, and precipitate washing in 75% ethanol and then quantified using a Nanodrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Complementary DNA (cDNA) was synthesized from the RNA using 5X PrimeScript RT-PCR Master Mix Kit (RR036A, Takara, Japan) following the instructions of the manufacturer, while the remaining RNA samples were stored at −80°C to await transcriptome analysis. qRT-PCR was performed using the SYBR^®^ Green Real-time PCR Master Mix (QPK-201, Toyobo, Japan), targeting specific genes given in Table 3. Rat *GAPDH* was used as an internal reference gene. Except for Figures 5E,F, relative expression levels of target mRNAs were calculated using the 2^−ΔΔCt^ method. The 2^−ΔC^ method was used to calculate the relative fold gene expression between different genes in Figures 5E,F. “ΔCt” means “CT _(Targetedgenes)_-CT _(GAPDH)_.”

**Table 3:** List of primers used in qPCR.

**Primer name**	**F/R**	**Sequence 5^**′**^-3^**′**^**	**Size (bp)**
*SNX17*	F	GAGTCCTGCACTGTCGTGTG	82
	R	AGCACATTGGCCCCATACTC	
*Itga4*	F	ACTTCGCAAGGTTTTGTGCC	196
	R	CCTGTGGGGAGTTGGACATT	
*Fbln5*	F	TGATGACACGCCCCATCAAA	141
	R	CCGAGGCTCAGAACGGATAC	
*Fat4*	F	GAGAGCCGGGTCATTCGTAG	110
	R	CATGCAGCTCGAAATCTGGC	
*Nppa*	F	CAACACAGATCTGATGGATTTCA	71
	R	CCTCATCTTCTACCGGCATC	
*Nppb*	F	GTCTCAAGACAGCGCCTTCC	132
	R	AACCTCAGCCCGTCACAGC	
*Sfrp2*	F	GATCACCTCCGTGAAACGGT	158
	R	CGGAAATGAGGTCGCAGAGT	
*Frzb*	F	CCCTTGAGCCACTGACAACA	196
	R	CTGGTCAATACAGCGAGCCA	
*Lrp1*	F	CTATCGGTCATCGGCAGCAT	177
	R	GATCAAGGGGCTGTGTCCAA	
*Pitx2C*	F	TCGCAGAGAAAGATAAGGGCCA	176
	R	GATTTCTTCGCGAGTGGACA	
*Tbx20*	F	GCTATGCCTATCACCGGTCC	173
	R	ATGGCCATGTTGGTCCAGTT	
*N-cadherin*	F	CACCCGGCTTAAGGGTGATT	185
	R	CGATCCTGTCTACGTCGGTG	
*Mef2C*	F	TGCTGGTCTCACCTGGTAAC	148
	R	ATCCTTTGATTCACTGATGGCAT	
*Her4 (Erbb4)*	F	GTACGAGCCTGCCCTAGTTC	104
	R	GTGCCGATTCCATCACATGC	
*Vangl2*	F	ACCAATGGGCTTAAGGACGG	162
	R	TCACACAGAGGTCTCCGACT	
*Dvl1*	F	CCAGAAAGGACCAGTGGCAT	132
	R	CCTAGGTCGGTCTCGTCTCA	
*RhoA*	F	AGGATTGGCGCTTTTGGGTA	136
	R	TTCACAAGATGAGGCACCCC	
*Rock1*	F	GCGGATCTTGCTACAGAGTGA	181
	R	TAACTCCCGCATTTGCCCTT	
*Gapdh*	F	CTGGTGCTGAGTATGTCGTGGA	198
	R	AGTTGGTGGTGCAGGATGCATT	

*F, Forward; R, Reverse*.

### Histological Analysis

Freshly-dissected embryo bodies were observed under a stereomicroscope. Parts of the embryos and embryonic hearts were fixed overnight with 4% paraformaldehyde (PFA) at 4°C and then embedded in paraffin wax or optimal cutting temperature compound (OCT). The paraffin sections were stained with H&E for detection of the cardiac structure. To analyze cell proliferation and detect apoptosis in the cardiac OFT, sections from HO or WT individual embryos at E13.5 were stained with anti-PHH3 (ab32107, Abcam, Cambridge, UK) (45) and *in situ* Cell Death Detection Kit, Fluorescein (11684795910, Roche, Mannheim, Germany). For detection of the cNNCs, the OFT-containing sections were incubated with anti-Sox10 primary antibody (ab227680, Abcam, Cambridge, UK), washed with phosphate buffered saline solution with 0.1% Tween 20 (PBST), and then incubated with a secondary antibody [goat antirabbit IgG (H + L) (A27039, Invitrogen, Carlsbad, CA, USA)] in fluorescence immunohistochemical assay. Finally, slides were mounted using DAPI medium (SL1841, Coolaber, Beijing, China) and then three discontinuous sections per embryo subjected to fluorescence microscopy on a Leica microscope (DM6000B, Leica, Germany). Signals were quantified using (ImageJ software), with 10 fields that were randomly selected from three cardiac sections used to quantify positive cell number from the fluorogram.

### *In-situ* Hybridization

Whole-mount *in-situ* hybridization was performed, as previously described (46). A digoxigenin-labeled antisense probe sequence (5'-CCCACCCTCCGACGCAGCATCTTCCTGATA-3') at both the ends of the probe was modified by digoxigenin. Next, embryos were fixed, dehydrated, rehydrated, and pretreated to increase accessibility of cellular RNA in the probe. Thereafter, embryos were hybridized with the riboprobe and then hybridization detected by anti-digoxigenin antibody coupled to alkaline phosphatase (ab119345, Abcam, Cambridge, UK). Finally, a signal was generated by incubating the embryos with NBT (11383213001, Roche, Mannheim, Germany) and BCIP (11383221001, Roche, Mannheim, Germany).

### Ribonucleic Acid Sequencing and Transcriptomic Analysis

Total RNA was extracted from the cardiac OFT samples of *SNX17*-knockout and WT embryos using Trizol reagent (Invitrogen, Carlsbad, CA, USA) separately. RNA quality was checked on the Agilent 2200 System (Agilent Technologies, Santa Clara, California, USA) and then RNA with a RNA integrity number (RIN) > 7.8 used to construct cDNA libraries using the Ion Total RNA-Seq Kit version 2.0 (4475936, Life Technologies, Carlsbad, CA, USA) according to the instructions of the manufacturer. The libraries were subjected to single-end sequencing (Novel Biomedicine Technology Corporation Ltd., Shanghai, China) and read cleaned then mapped onto the reference genome. The cDNA libraries were then processed for the proton sequencing process according to the commercially available protocols. Samples were diluted and mixed, the mixture was processed on a OneTouch 2 instrument (Life Technologies, Carlsbad, CA, USA), and enriched on a OneTouch 2 ES station (Life Technologies, Carlsbad, CA, USA) for preparing the template-positive Ion PI^TM^ Ion Sphere^TM^ Particles (Life Technologies, Carlsbad, CA, USA) according to Ion PI^TM^ Template OT2 200 Kit version 2.0 (Life Technologies, Carlsbad, CA, USA). After enrichment, the mixed template-positive Ion PI^TM^ Ion Sphere^TM^ Particles of samples was loaded onto 1 P1 verion 2 Proton Chip (Life Technologies, Carlsbad, CA, USA) and sequenced on proton sequencers according to Ion PI Sequencing 200 Kit version 2.0 (Life Technologies, Carlsbad, CA, USA). A total of 12.9 and 12.8 million raw reads were obtained from two libraries. The raw reads were cleaned by removing adaptor sequences, reads with > 5% ambiguous bases (noted as N) and low-quality reads, and the clean reads aligned to the rat genome (Rnor 6.0) using the MapSplice program (version 2.1.8). We applied the EBSeq algorithm to identify DEGs based on a false discovery rate (FDR) and the following criteria: (i) FC > 1.5 or < 0.67 and (ii) FDR < 0.05. The GO analysis was performed to elucidate the function of *SNX17* and understand the cardiac OFT defect.

### Statistical Analysis

Statistical analyses were performed using the SPSS software, IBM, USA, version 20.0 and all the data were expressed as mean ± SEM. Comparisons between two and multiple groups were analyzed using the unpaired Student's *t*-test and the one-way ANOVA with least significant difference (LSD) *t*-test, respectively. Statistical significances were considered at ^*^p < 0.05; ^**^p < 0.01; and ns, non-significant.

## Data Availability Statement

The data presented in the study are deposited in NCBI's Gene Expression Omnibus (GEO) database repository, accession number GSE186706. This data has been released, please go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186706.

## Ethics Statement

The animal study was reviewed and approved by the Animal Care and Use Committee at the School of Medicine, Tongji University.

## Author Contributions

YW, JL, and MY designed the experiments and wrote the manuscript. YW, YZ, JH, KM, and TY carried out this experiment. YW analyzed the data. JL, MY, and YJ supervised this project. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by funds from the National Natural Science Foundation of China (Grant Nos: 81870293, 82070414, 91949126, and 81970378).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: The Role of Sorting Nexin 17 in Cardiac Development
**Source:** Front Cardiovasc Med. 2021 Dec 20;8:748891. doi: 10.3389/fcvm.2021.748891
**Supplement:** Supplementary file 1

**Supplementary Figure 1** HO embryos at E16.5.

**Supplementary Figure 2** Head histological analysis of WT and HO embryos at E15.5. Anatomical structures are identified as follows: tv, third ventricle; fv, fourth ventricle; lv, lateral ventricle; cp, choroid plexus; pe, primitive ectomeninx; s, skin; nt, dorsal neural tube; fg, facial ganglion; tg, trigeminal ganglion; cc, cochlear canal; e, eye; jls, jugular lymph sac; pnc, primitive natal cavity; t, tongue. *, skin swelling.

How the deposited data were processed for this re-analysis (not part of the article)

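RNA of pooled cardiac OFTs was sequenced from 1 WT and 1 HO library, each from 10 rat embryos at E13.5. The genotypes were taken from the sample labels and the paper. The authors removed adaptors and low-quality reads, aligned the reads to Rnor 6.0 (the build is also named in the submitters' processing notes) and deposited raw counts per gene for 37203 genes, of which 23019 had at least 1 count. The counting tool, the annotation and the use of strand are not given in the sources used here. The authors also deposited RPKM values for the same genes. The count divided by the RPKM value gave the same ratio between the libraries for each gene, so the RPKM values are the counts scaled by gene length and total counts, and the gene lengths were recovered from them. Of these lengths, 33.8% are multiples of 3, so they are not coding lengths alone.

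The counts sum to 9321811 in the WT library and 9528615 in the HO library, and the 10 genes with most counts hold 5.22% and 5.50% of them. Library sizes were scaled with TMM in edgeR 4.0.16 (R 4.3.3), which gave a ratio of HO to WT effective library sizes of 1.01. The median log2 fold of the tested genes was then 0.01. The models of edgeR and DESeq2 that estimate the spread between replicates could not be fitted with 1 library per genotype. DESeq2 1.42.0 was used only for size factors, and edgeR also for upper-quartile factors and for its exact test at assumed biological coefficients of variation of 0.1, 0.2 and 0.4. Folds, exact Clopper-Pearson 95% intervals and the random lists were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6. Figures were drawn with matplotlib 3.10.9.

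A gene met the rule where its interval lay wholly above 1.5-fold or below 1/1.5, among 15426 genes with at least 20 counts in both libraries together. A gene at 0 in a library was set against a floor of 3 counts in list medians. The rule was tested on simulated counts with 200 changed genes. With counting error only and 15463 genes tested, it called 35 of 50 genes raised 2-fold, 49 of 50 raised 3-fold, 21 of 50 lowered 2-fold and 43 of 50 lowered 3-fold. Among the genes left unchanged beside these 200, it called 4 with counting error only and 12 at a biological coefficient of variation of 0.1. At 0.2 it called 744 of them and at 0.4 it called 4239. The genes tested in these 4 settings, changed ones included, were 15463, 15433, 15447 and 15411.

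The 53 gene lists, of which 45 were written from background knowledge and the others taken from the paper, cover cell types of the heart and of tissue around the OFT, matrix and adhesion, Wnt, BMP and Notch signalling, SNX17 and its partners, apoptosis, ribosomes, metabolism, stress, proliferation, sex chromosomes and housekeeping genes. Random lists were drawn with a fixed seed from 20 bins of mean expression. Intervals of list medians came from 1000 binomial resamples of the reads, and were defined after the data were seen, as were the number of lists outside the central 95% of the random lists and the number of values of Table 2 outside their intervals. The genes named in the text are those of Table 2, Figure 5E and Figure 5F, Snx17, the 10 genes with a named symbol that met the rule by the widest margin in each direction, and from each list up to 4 members that met the rule with the most reads or, where none did, the 2 members with the most reads. The values in Table 2 and the figures had been seen before this rule was written. Rrn3, Myh9, LOC100911746, Shisa3, Sfrp5, Hbb and Ddx3y, which the rule does not name, were chosen after their values were seen. The result of 1 gene that the rule names, and of the list that holds it, is not reported here.

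Alternatives set beforehand were DESeq2 size factors, total counts, upper-quartile factors, the RPKM ratio, TMM without mitochondrial and haemoglobin genes, centring of the folds by abundance or by gene length (lowess), no filter and a filter of 100 counts, 99% intervals, a 2-fold threshold, and the thresholds of the paper with an exact binomial test or edgeR's exact test. Summing the reads of copies was added after the data were seen. Copies were first defined as all genes with the same best match in the annotation column of the count table. As this joined genes that are not copies of each other, it was replaced by a definition in which only genes without a named symbol join the gene they match best. The EBSeq algorithm named by the paper and its GO enrichment were not run. The qRT-PCR samples were not analysed here.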

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

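The tests in this part were chosen after the results they bear on were seen, apart from the test of gene position relative to Snx17. This also holds for the definition of copies, which was the second of 2 tried, and for the limit used for the lists, a median outside the central 99% of the random lists among lists with no gene of Table 2.

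Of the 301 genes that met the rule, 49 have copies, as matched in the annotation column of the count table and not by sequence, whose reads differed the opposite way beyond counting error. This stands against 26 whose copies differed the same way and 29 whose copies had an interval that included 1. Under the definition of copies tried first, these counts were 52, 40 and 37. They are counts of genes and not of groups, so a pair in which both genes met the rule counts more than once. Of the 49 genes, 4 are in Table 2 (Abl1, B9d1, LOC100910121 and LOC100911597). Summed with their copies, all 49 no longer met the rule. The median absolute log2 fold was 1.63 for these genes and 0.20 for the sums of their groups. Copies chosen for the opposite direction pull a sum toward them, so this was partly fixed in advance and does not decide the cause. A preference of 1 library for named copies is argued against by the 35 groups that pair a named gene with an unnamed one, in which the named copy was the higher one in HO in 19 and the lower one in 16. Of the 35 named genes of these groups, 0 lie among the 100 nearest genes on either side of Snx17 in GRCr8. This argues against variants close to Snx17 only. Linked variants farther along its chromosome stay open, as the search stopped at this window. Reads shared between copies cannot be told apart from other sources of opposite differences. Of the genes that met the rule 34.6% have copies with at least 20 counts, against 7.92% of the others tested. But among groups of copies in which no gene met the rule, where the named gene and its copies both differed beyond counting error, they differed in opposite ways in 41 of 73, or 56.2% (interval 44.1% to 67.8%), a range that includes an even split. Sequence variants elsewhere that differ between the pools of embryos stay open and were not tested, and no biological explanation was tested.

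The medians of the collagen, matrix, elastic fibre and epicardial lists were low in the HO library, and the paper does not report epicardial genes: the median log2 fold of 14 epicardial genes was −0.47, at percentile 0.01 of the random lists, and 9 of the 14 lay below 0 and 5 above it. Only Tbx18 (1054 counts in WT and 541 in HO) and Tcf21 (545 and 314) met the rule. A trend with gene length as the whole cause is argued against, since after centring by length the highest of the 4 medians was −0.24 and all 4 lay below all of the random lists. A smaller share of mesenchyme is argued against as far as the cushion and valve mesenchyme goes, whose 19 genes had a median of 0.019 (interval −0.08 to 0.05; −0.02 with upper-quartile factors), while random lists of that size spread from −0.12 to 0.16. The cushion list gives no answer for the shares of other tissue in the pools, which were not tested and stay open. Fewer epicardial cells in the HO pool cannot be told apart from lower expression per cell, as 7 of the 14 genes were lower beyond counting error, none was higher beyond it, and no other measure of cell number was used here. An effect of the genotype on these genes stays open beside it and could not be tested in these libraries, which have no replicates. Of the elastic fibre genes, the paper reports a significant difference for Fbln5 by qRT-PCR. It does not state whether that RNA came from other pools than these libraries.

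Nppa, Nppb and Bmp10 were higher in the HO library. A larger share of cardiomyocytes as the whole cause is argued against by the sarcomere genes, whose median of 0.21 had an interval from 0.16 to 0.28, below the lower bounds of all 3 genes. A trend with gene length is argued against as well, since the lowest of the 3 lower bounds was 0.86 after centring by length. More ventricular tissue in the HO dissection cannot be told apart from higher expression per cell, as the ventricular genes had a median of 0.13, at percentile 86.2, with 7 members above 0 and 3 below. An effect of the genotype stays open beside it and could not be tested in these libraries, which have no replicates. By qRT-PCR, the paper reports significant differences of Nppa and Nppb between WT and HO OFTs. It does not state whether that RNA came from other pools than these libraries.

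Further lists lay outside the same limit. The 24 sarcomere genes had a median log2 fold of 0.21, at percentile 99.99. The 5 Hox genes with enough counts had a median of −1.35, below all of the random lists, and Hoxb5, Hoxb3 (78 counts in WT and 29 in HO) and Hoxd3 (88 and 35) were lower. The 3 measured genes of skeletal and pharyngeal muscle had a median of −0.88, but 0.18, at percentile 73.7, with no filter on low counts and −0.15, at percentile 22.4, with at least 100 counts, and Tnnt3, a fast skeletal troponin, had 33 and 8 counts. The 25 genes of cell proliferation had a median of 0.17, at percentile 99.6, and at 97.2 among lists not matched on expression, with no gene called and Mki67 at 0.07 and Mcm2 at −0.10. The 21 genes of hypoxia and glycolysis had a median of 0.28, above all of the random lists, with no gene called, Aldoa at 0.19 and Pgk1 at 0.40. The 82 nuclear genes of oxidative phosphorylation had a median of 0.30, above all of the random lists, with Cox7b higher (413 and 756 counts) and Atp5f1 lower (695 and 387, while its copies had 215 and 1049). The 13 mitochondrially encoded genes were all above 0, with a median of 0.25, COX2 at 0.40 and CYTB at 0.23. The 3 measured genes of the Y chromosome had a median of 0.77, with Kdm5d at 126 and 217 counts, Eif2s3y at 75 and 132 and Ddx3y at 36 and 41. The paper does not state the sex of the pooled embryos, and sex was not taken into account here.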

How the results depend on the processing

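Settings other than the sums of copies were set beforehand, and the sums were added after the data were seen. Of 812 values of named genes under settings that can move a fold, 782 stayed within the counting interval, 30 moved outside it and 7 changed sign (Bambi, Ets1, Krt19 and Tie1, none called). Of 488 list medians under settings that can move them, 475 stayed within their interval, 13 moved outside it and 9 changed sign, in the lists of cushion mesenchyme, antiapoptotic genes, sorting nexins, hepatocyte genes, integrins, neurons and skeletal muscle. The last, at −0.88 with the filter, had 0.18 with no filter on low counts. With the reads of copies summed, Atp5f1 went to 0.64, Rpl8 to 0.085 and Rps6 to 0.18, while all 3 were lower in the HO library when taken alone. Against 119 higher and 182 lower genes, the counts were 75 and 110 with at least 100 counts (fewer genes tested), 73 and 117 with 99% intervals, 42 and 57 at 2-fold, 551 and 614 with the binomial test, 15 and 13 at a coefficient of variation of 0.2, and 0 and 0 at 0.4. They were 141 and 218 with no filter and 103 and 144 at a coefficient of variation of 0.1. Summing copies gave 76 higher and 135 lower, or 65 and 127 under the definition tried first. The other scalings gave 98 to 136 higher and 165 to 215 lower. Of the values of Table 2 in the paper, 0 lay outside the counting interval with TMM, 2 with DESeq2 size factors and 3 with centring by gene length, and the cause was not tested. Centring by length ended the calls of 9 named genes, whose intervals reached into the range within 1.5-fold but still excluded 1; across genes, the log2 fold had a Spearman rho of −0.13 with length, with medians of 0.09 in the shortest 10% of genes and −0.08 in the longest 10%, and genes are not independent replicates. No paired analysis was possible because there was 1 library per genotype, and of the medians of the 45 lists written from background knowledge, 13 of which hold genes of Table 2, 20 lay outside the central 95% of the random lists (18 to 20 under the other settings). Settings that change only the scaling of the libraries shift all genes alike, so their agreement on this number was largely fixed in advance. These shifts were small beside most counting intervals. For such settings, the numbers of values that stayed within their intervals were therefore largely fixed in advance as well.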

Differences from the paper's values

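All 33 values of Table 2 lay within the counting interval of the fold computed here, and all had the same sign. Both sets of folds come from the same libraries, so this was largely fixed in advance. The values here were higher by 0.03 to 0.04 on the log2 scale. With upper-quartile factors they lay closer to the paper's, such as −0.52 for Snx17 (paper −0.51), −1.26 for Fbln5 (−1.25) and 1.53 for Nppa (1.54). With DESeq2 size factors, the paper's values of Lrp1 (−0.69, here −0.64) and Eln (−0.94, here −0.89) lay outside the interval. With centring by gene length, those of Fat4 (−0.75, here −0.53), LOC100911597 (−0.72, here −0.63) and Lrp1 (here −0.50) did.

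The paper reports 262 DEGs, 94 upregulated and 168 downregulated, with EBSeq, which was not run here. At the paper's thresholds of fold and FDR, edgeR's exact test gave 247 genes (103 higher and 144 lower) at an assumed coefficient of variation of 0.1, 28 at 0.2 and 0 at 0.4, and an exact binomial test, which assumes no spread between samples of a genotype, gave 1165. The counting rule, which uses the fold of the paper but no FDR, gave 301.

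Of the genes of Table 2, 6 did not meet the counting rule. Tmem8b, Cacybp, Bmp2 and Cox17 were called only by the binomial test at the paper's thresholds. Pdgfra was called by that test and also with total counts, upper-quartile factors and the RPKM ratio. Snx17 was called under none of the settings, and the value of the paper for it, −0.51, is within the interval here and does not reach the paper's own lower fold threshold of 0.67.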

Other observations

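Of 13 macrophage and leukocyte genes measured, Csf1r, the receptor of colony stimulating factor 1, was higher in the HO library (47 counts in WT and 130 in HO), as was C1qc, a complement gene (28 and 67), while Siglec1 was lower, and the median log2 fold was 0.62, at percentile 99.91. C1qc had a log2 fold of 1.24 (interval 0.59 to 1.93), and its call ended with total counts, upper-quartile factors, the RPKM ratio or centring by length, where the log2 fold was 1.17 to 1.23 and its lower bound 0.51 to 0.57, so that the interval reached below 1.5-fold. None of 19 endothelial and endocardial genes met the rule, and their median was 0.16, at percentile 97.2, with Notch1 at −0.23 and Tie1 at 0.03, which was −0.01 with upper-quartile factors. Of 19 erythroid genes, Tfrc, the transferrin receptor, was higher (751 and 1401), and the median was 0.21, at percentile 98.9, and 0.11, at percentile 84.8, with at least 100 counts, while Hbb had 88 and 43 counts. None of 9 neural crest and glial genes met the rule, and their median was −0.29, at percentile 2.19 (3.49 with no filter), with Ngfr at −0.29 and Ets1 at 0.01, which was −0.04 with upper-quartile factors. Of 20 genes of the second heart field and OFT, only Osr1 was lower, and the median was −0.09, at percentile 9.63. Of 10 atrial genes, Nppa was higher and Nr2f2, an atrial transcription factor, was lower (282 and 137), with a median of −0.03. Of 19 genes of cushion and valve mesenchyme, Hapln1, a link protein of hyaluronan, was higher (3224 and 5508), with a median at percentile 52.3. Of 10 neuronal genes, only Dcx was lower, with a median of −0.19 at percentile 21.8, and 0.08 with at least 100 counts. None of 5 genes of pharyngeal and foregut epithelium met the rule, with a median of 0.09, Krt18 at 0.23 and Krt19 at 0.04, which was −0.03 with centring by length. Of 6 hepatocyte and yolk sac genes, only Alb was higher, with a median of −0.23, and 0.02 with no filter.

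Of 21 heat shock and refolding genes, Hsp90aa1 (771 counts in WT and 1384 in HO) and Hspa1b were higher, and the median was 0.29, above all of the random lists, and 0.27 without the gene of Table 2. The copies of Hsp90aa1 had 624 and 756 counts, and its call ended with these added (log2 fold 0.60). Of 91 cytosolic ribosomal protein genes, Rps9 was higher (1975 and 4481) and Rps6 (2946 and 1250) and Rpl8 (174 and 73) were lower, with a median of 0.09, at percentile 99.4, and 0.03, at percentile 84.0, with centring by length. The copies of each of these 3 genes differed the opposite way, at 2858 and 720 for Rps9, 1650 and 4015 for Rps6 and 5382 and 5881 for Rpl8. None of 19 genes listed for the retriever and CCC complexes, which act with SNX17 in recycling, met the rule. Their median was 0.20, at percentile 98.7 (95.9 with centring by length), with Vps29 at 0.20. Fam21c, a gene of the WASH complex that the list also holds, was at −0.20. None of 27 sorting nexins met the rule, with a median of −0.02 (0.04 with no filter), Snx18 at 0.21 and Snx17 at −0.47. None of 11 genes that neighbour Snx17 met the rule, with a median of −0.13, at percentile 3.73, Cad at −0.18 and Gtf3c2 at −0.13. None of 17 Notch signalling genes met the rule, with a median of −0.02 and Notch3 at −0.47. None of 16 immediate early genes met it, with a median of 0.17, Jun at −0.06 and Btg2 at 0.27, nor any of 18 genes of cholesterol synthesis and uptake, with a median of 0.12, Fdps at 0.23 and Srebf2 at −0.09. None of 12 histone genes met it, with a median of −0.06, Hist1h2bh at −0.03 and Hist3h2a at −0.19, nor any of 15 housekeeping genes, with a median of 0.10, Actb at −0.13 and Eef1a1 at −0.08.

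The qRT-PCR samples of Figures 5E and 5F were not analysed here, but the libraries hold the same genes. All 8 genes of Figure 5E met the counting rule, with Nppa and Nppb higher and Itga4, Fbln5, Fat4, Frzb, Sfrp2 and Lrp1 lower in the HO library. The paper chose these genes from the same libraries, so meeting the rule here is not independent evidence. Its qRT-PCR is separate from these counts, and it reports significant differences of these genes between replicate WT and HO samples. Among the genes of Figure 5F, none of those given here met the rule. The log2 folds were −0.18 for Tbx20, 0.06 for Cdh2, 0.34 for Mef2c, 0.18 for Erbb4, −0.05 for Vangl2, −0.13 for Dvl1, 0.26 for Rhoa and 0.19 for Rock1.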
